# Iron regulatory protein 1-deficient mice exhibit hypospermatogenesis

**DOI:** 10.1016/j.jbc.2024.108067

**Published:** 2024-12-10

**Authors:** Aileen Harrer, Niraj Ghatpande, Tiziana Grimaldini, Daniela Fietz, Vishnu Kumar, Christiane Pleuger, Monika Fijak, Dankward T. Föppl, Lennart P. Rynio, Hans-Christian Schuppe, Adrian Pilatz, Marek Bartkuhn, Tara Procida-Kowalski, Noga Guttmann-Raviv, Sudhanshu Bhushan, Esther G. Meyron-Holtz, Andreas Meinhardt

**Keywords:** testis, spermatogenesis, IRP1, iron homeostasis, reactive oxygen species (ROS), DNA damage, DNA repair

## Abstract

Imbalances in testicular iron levels are linked to compromised sperm production and male infertility. Iron regulatory proteins (IRP) 1 and 2 play crucial roles in cellular iron regulation. We investigated the role of IRP1 on spermatogenesis using *Irp*1-deficient mice (*Irp*1^−/−^). Histological analysis of the testis of *Irp*1^−/−^ mice revealed hypospermatogenesis with a significant reduction in the number of elongated spermatids and daily sperm production compared to wild-type (WT) mice. Flow cytometry of germ cells from WT and *Irp*1^−/−^ mice showed reduction in spermatocytes and round and elongated spermatids in *Irp*1^−/−^ mice, which was confirmed by histological and immunofluorescence quantification. Finally, stage VIII of spermatogenesis, crucial for spermatid maturation, was less frequent in *Irp*1^−/−^ testicular cross-sections. Hypospermatogenesis worsened with age despite unchanged intratesticular iron levels. Mechanistically, this was due to increased oxidative stress indicated by elevated 8-Oxoguanine (8-OxoG) levels, a DNA lesion resulting from reactive oxygen species (ROS). Furthermore, bulk RNA-seq data indicated compromised DNA damage repair and cell cycle processes, including mitosis and meiosis in *Irp*1^−/−^ mice, which may explain hypospermatogenesis. Our results suggest that IRP1 deletion leads to hypospermatogenesis due to impaired cell cycle progression, decreased DNA damage repair capacity, and oxidative damage. Altogether, this study uncovers a role for IRP1, independent of traditional mechanisms of iron regulation.

Infertility is a multifaceted condition, affecting approximately one in seven couples in Western countries, with the male factors contributing to nearly 50% of cases, figures projected to increase (1, 2, 3). Studies in patients suffering infertility have shown that common conditions detected after bilateral biopsy of the testes are Sertoli cell-only syndrome (around 25–37%), hypospermatogenesis (approximately 19%), and germ cell maturation arrest (approximately 7–12.5%) (4, 5). Although all germ cell types are present in hypospermatogenesis, their numbers are reduced compared to normal. The most noticeable reduction is often seen in the elongating spermatids, which are the most mature germ cells in spermatogenesis. The decreased number of elongating spermatids typically results from a reduction in the number of dividing precursor cells (spermatogonia, spermatocytes). With each of them generating four spermatids, compromising the initial stages of spermatogenesis leads to a potentiated negative effect in the more advanced stages of development.

Spermatogenesis can be divided into four critical phases (1): the mitotic division of the spermatogonial stem cells (2), meiotic divisions of primary and secondary spermatocytes to reduce the chromosome set (3), cellular transformation of haploid germ cells (round spermatids) into elongated spermatids, and (4) release of spermatozoa from the seminiferous epithelium into the tubular lumen (6, 7, 8, 9). These processes are highly sensitive to oxidative stress and iron fluctuation (10, 11).

Iron is essential for biological processes including DNA replication, mitochondrial function, and redox homeostasis (10). Iron homeostasis is tightly regulated both systemically and cellularly. On the systemic level, the peptide hormone hepcidin controls cellular iron export through ferroportin, while cellularly, iron regulatory proteins 1 (IRP1/ACO1) and IRP2/IREB2 play major roles in maintaining iron balance (12, 13). Targeted deletion of IRP2 leads to a systemic disruption of iron metabolism, underscoring the dominant role of IRP2 in the regulation of iron homeostasis (14). In contrast, IRP1 deletion impairs iron metabolism in a transient and tissue-specific manner (15).

IRP1 is a bifunctional protein whose role changes with cellular oxygen and iron levels (16). Under normal conditions, IRP1 forms a [4Fe-4S]-cluster, functioning as an aconitase. Under iron deficiency and in the presence of sufficient oxygen, or elevated ROS, IRP1 loses this cluster and binds to iron-responsive elements (IREs) in mRNAs of target genes (17). The high stability of its Fe-S cluster at physiologic oxygen levels suggests it integrates cellular oxygen and ROS sensing with iron status.

Studies in rats have shown that increased iron concentration leads to oxidative DNA damage, reduced testicular antioxidants, and impaired sperm counts and motility (11, 18). Similarly, human studies have linked imbalances in testicular iron levels to compromised sperm production and male infertility. Thus, maintenance of iron homeostasis within the testicular microenvironment is crucial for male reproductive health (19).

The role of iron regulatory proteins (IRPs) in male reproductive organs, particularly in spermatogenesis, remains unexplored. Considering the tissue-specific role of IRP1 in iron metabolism and the importance of controlled iron homeostasis for testicular function, this study investigates the effect of IRP1 deletion on mouse spermatogenesis.

## Results

### IRP1 deletion causes hypospermatogenesis and low daily sperm production

Hematoxylin and eosin (H&E) stained testicular cross-sections of *Irp*1^−/−^ mice showed reduced numbers of elongating spermatids at stage VIII of spermatogenesis compared to WT in both 10 and 20-week-old mice, indicating hypospermatogenesis (Fig. 1*A*). Testicular and body weights and their ratio were comparable, yet stage VIII of spermatogenesis was underrepresented in histological specimens, and the diameter of seminiferous tubules was reduced in both age groups (Fig. 1, *B*–*E*). Histological observations were corroborated by a significant reduction in daily sperm production (DSP) in *Irp1*^*−/−*^ mice at 10 weeks of age, which was further decreased at 20 weeks compared to age-matched WT animals (Fig. 1*F*). Despite these observations, sperm morphology did not differ between genotypes (Fig. 1*G*) and normal litter sizes (data not shown) in *Irp1*^*−/−*^ breeding pairs indicate that sperm is functional and sufficient for fertilization.

**Figure 1:**
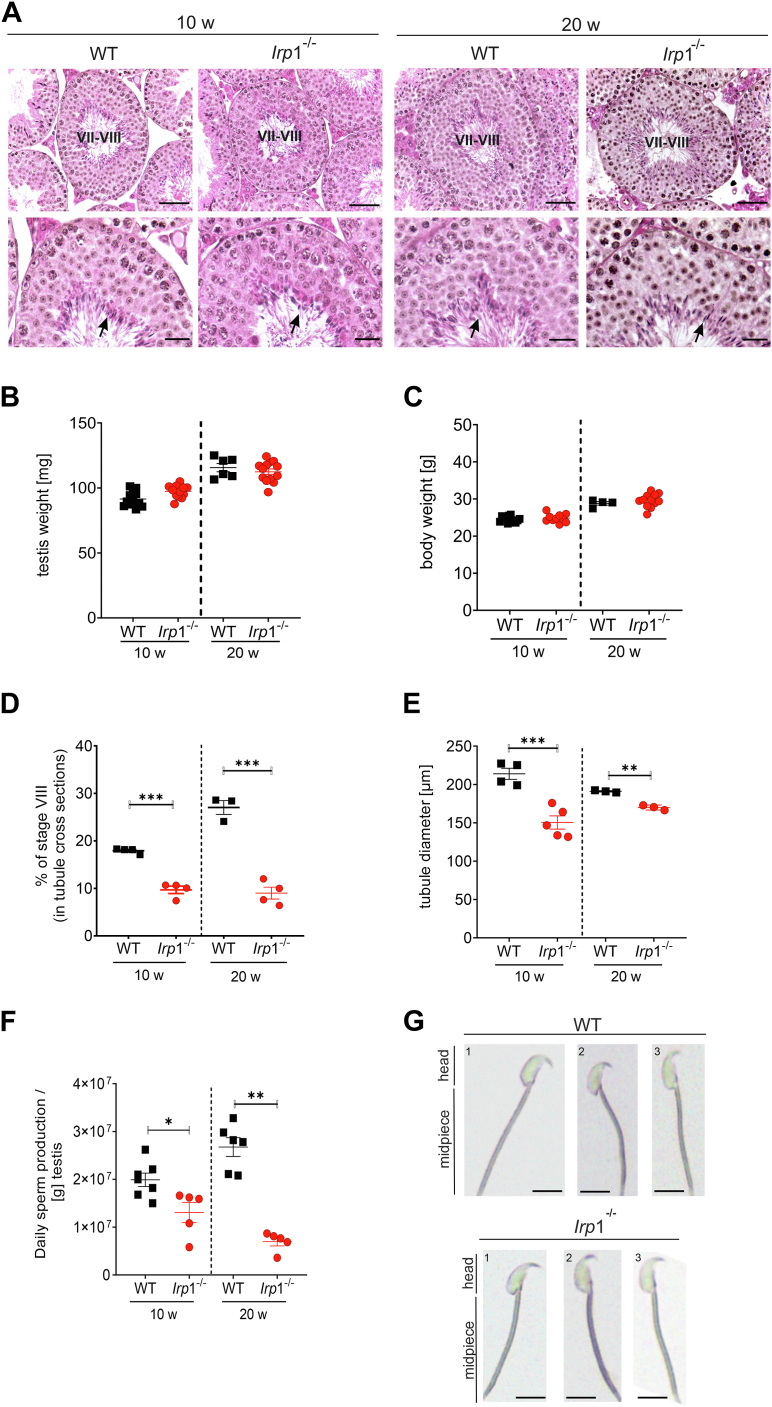
**Deletion of IRP1 in testis shows hypospermatogenesis in mice.***A*, hematoxylin and eosin (H&E) staining of paraffin testis sections from wild-type (WT) and *Irp1*^*−/−*^ mice at 10 and 20 weeks of age. Representative images of stage VII-VIII of spermatogenesis are shown (scale bar: 50 μm for the overview, 20 μm for the higher magnification). *Black arrow* = elongated spermatids prior to spermiation (n = 5 mice per group). *B* and *C*, testis and body weights of 10- and 20-week-old mice (n = 10–20 mice per group). Testis weights represent the mean of left and right testes of each animal (n = 10–20 mice per group). Data are presented as dot plots. *D*, quantification of seminiferous tubules undergoing spermiation (Stage VIII) in testicular cross-section of 10- and 20-week-old mice. Only tubules with a round to slightly ovoid appearance were assessed. Data are presented as a dot plot (n = 3–4 mice per group). *E*, diameters of 100 round seminiferous tubules with a round to slightly ovoid appearance were measured from 10-week-old mice (n = 3–5 mice per group). *F*, daily sperm production (DSP) per gram (g) testis at 10 and 20 weeks of age. *G*, sperm morphology was assessed by sperm swim-out assay from the cauda epididymis followed by light microscopy evaluation. Representative images are shown (scale bar: 10 μm; n = 6 mice per group). Statistical significance was determined by unpaired student's *t* test (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001).

### Significant reduction in spermatocytes in *Irp*1^−/−^ testis

Hypospermatogenesis is characterized by a reduced number of germ cells within the seminiferous tubules of the testis. To identify which germ cell population was affected, we performed DNA staining followed by flow cytometric analysis. Propidium iodide staining revealed a significant decrease in total germ cell numbers in *Irp*1^−/−^ testes compared to WT in both age groups (Fig. 2, *A*–*D*). This reduction specifically affected spermatocytes, round and elongating spermatids, and spermatozoa, but not spermatogonia (Fig. 2*B*), indicating that *Irp1* deficiency impacts multiple steps of spermatogenesis, but not the stem cell niche within the seminiferous epithelium (Fig. 2*B*). The haploid round and elongated spermatids (1C) (Fig. 2*D*) and the tetraploid primary spermatocytes (4C DNA containing cell population, Fig. 2*C*) were both reduced in 10- and 20-week-old *Irp*1^−/−^ testes compared to WT, while the spermatogonia (2C) were at best mildly reduced (Fig. 2*B*). Flow cytometry data were further validated by quantitative determination of primary spermatocytes based on morphological criteria (cell size, chromatin structure) in hematoxylin and eosin-stained testicular sections. These showed a significant reduction in 10-week-old*-Irp*1^−/−^ testes compared to WT, with a trend toward reduction in 20-week-old mice (Fig. 2*E*). These results were confirmed by quantification of immunofluorescence detection of synaptonemal complex protein 3 (SCP3), a marker for primary spermatocytes (Fig. 2*F*). Together these data suggest that IRP1 deficiency impairs mitotic and/or meiotic divisions in germ cell development.

**Figure 2:**
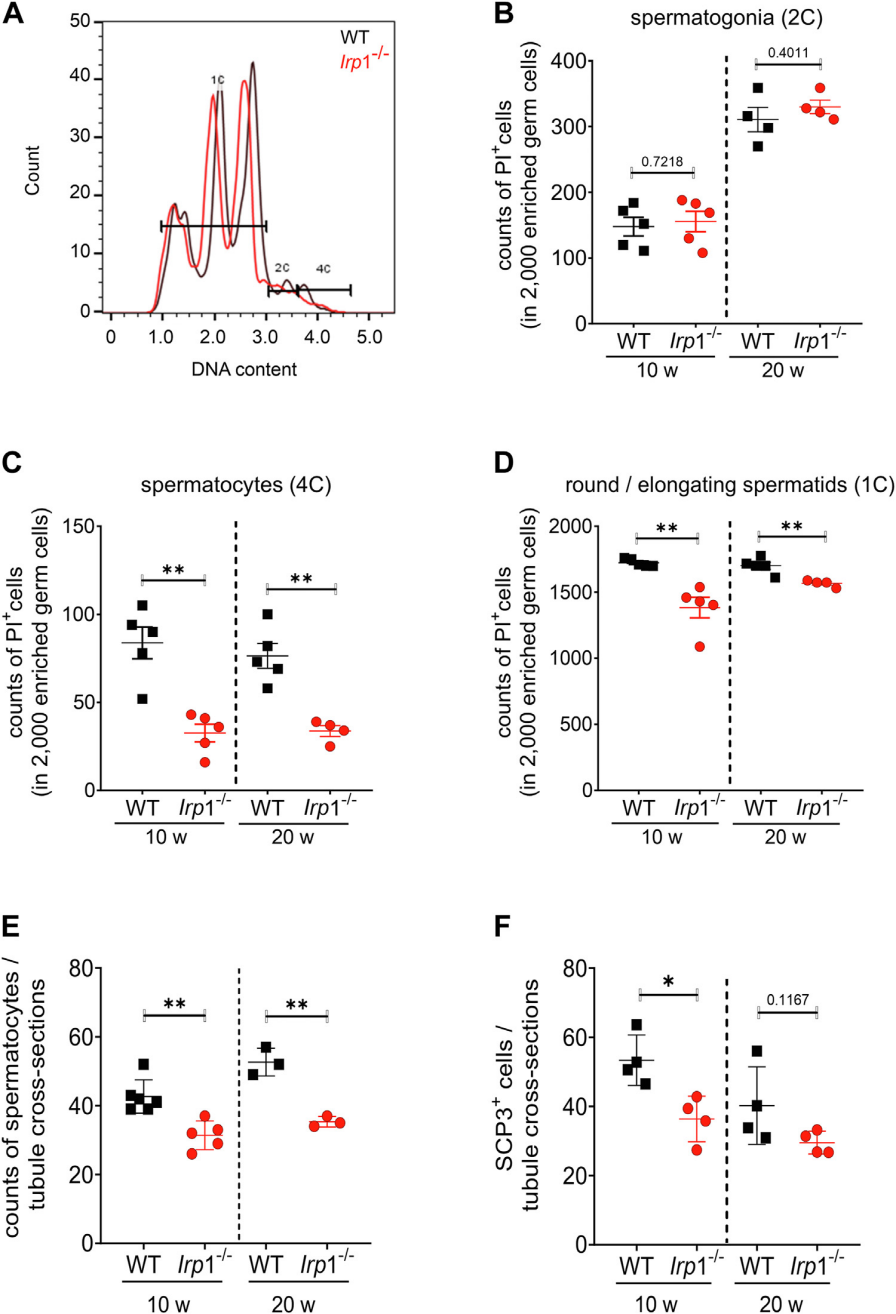
**Germ cell numbers are reduced in *Irp*1**^**−/−**^**mice.***A*, flow cytometry analysis was performed on germ cell enriched cell suspensions to assess cells of different DNA content by propidium iodide (PI) staining within the germ cell population (2000 cells analyzed). Cells were distinguished as follows: 2C (spermatogonia and pre-leptotene (S-phase)), 4C (primary spermatocytes), and 1C (round and elongating spermatids). *B–D*, the differentially categorized germ cells were quantified (*B*) 2C (spermatogonia), (*C*) 4C (primary spermatocytes), and (*D*) 1C (round and elongating spermatids). Data are presented as dot plots (n = 4–5 mice per group). *E* and *F*, the abundance of primary spermatocytes was determined using two complementary methods: (*E*) H&E staining of testicular sections to count primary (pachytene) spermatocytes based on morphological characteristics. *F*, quantification of immunofluorescence staining of SCP3^+^ cells on testis sections from *Irp1*^*−/−*^ and WT mice. Only round to slightly ovoid seminiferous tubules were analyzed in five randomly selected images per group (n = 3–6 mice per group). Statistical significance was determined by unpaired student's *t* test (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001).

### Whole transcriptomic expression analysis shows alterations in genes related to cell cycle regulation, DNA repair, and oxidative stress response in *Irp*1^*−/−*^ testis

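Whole testis RNA from 20-week-old mice was enriched for polyadenylated mRNA and sequenced as paired-end reads, and the authors deposited the number of reads counted on each of 24411 genes without normalization. The authors made these counts with the nf-core RNA-seq pipeline against the mm10 genome and annotation, and the paper's text does not name the counting tool, so the whole numbers in the table could be rounded estimates. The table held 4 WT mice, 4 Irp1−/− mice and 3 mice lacking Irp2 (gene Ireb2), a genotype whose RNA the paper does not describe. The total count per sample ranged from 16358055 to 18257228 in WT (median 17670390), and from 15902473 to 22451417 in Irp1−/− testes (median 19428625). Replicates of one genotype differed by more than sampling noise in all 15 pairs, with a chi-square per degree of freedom of 2.00 to 7.05, so no library was counted as a copy of another. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, using the 4 WT and 4 Irp1−/− samples, and p-values were adjusted by the Benjamini-Hochberg method over the 16002 genes that passed edgeR's filter on low counts. The targeted gene Aco1, which encodes Irp1 and lies on chromosome 4 of mm10 from 40143265 to 40199009, had 8.56 ± 0.615 CPM (SD, n = 4) in Irp1−/− and 11.8 ± 1.37 CPM (SD, n = 4) in WT testes. Single samples lay between 7.93 and 9.13 CPM in Irp1−/− and between 9.80 and 12.9 CPM in WT. The log2 fold change was -0.45 (standard error 0.098, adjusted p = 0.0158, edgeR), and its adjusted p in edgeR was between 0.052 and 0.075 without Irp1−/− replicate 6 or without WT replicate 2, 3 or 4.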

To understand the molecular causes of impaired germ cell development in *Irp1*^*−/−*^ testis, we examined changes in the whole testicular transcriptome by bulk RNA sequencing (bulk RNA-seq) in 20-week-old mice. The principal component analysis demonstrated a clear distinction between *Irp*1^−/−^ and WT testicular transcriptomes (Fig. 3*A*). 

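A principal component analysis of the 500 most variable genes, on log2 CPM, was run on the 8 samples. The paper's methods instead describe a plot of its differentially expressed genes, which were chosen for differing between the genotypes. The first component carried 21.7% of the variance and its scores differed between Irp1−/− and WT testes (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). The second component carried 19.5% and did not separate the genotypes (exact permutation p = 0.40). Genotype accounted for 19.9% of the total sum of squares (one-sided exact permutation p = 0.0286). The separation on the first component and the genotype share rested in part on single samples. For the genotype share the exact permutation p was 0.0857 without Irp1−/− replicate 1 or WT replicate 2 and 0.0571 without Irp1−/− replicate 6 or 7. Without WT replicate 2 the exact permutation p of the first component was 0.83, and the genotypes then differed on the second component. Without Irp1−/− replicate 1 or 6 that of the first component was 0.0571.

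**Figure D1:**
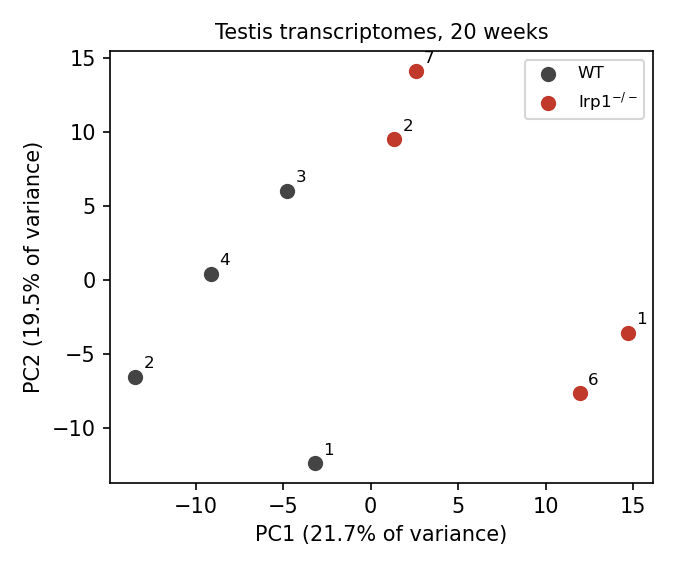
Scores of the 4 WT and 4 Irp1−/− testes on the first and second principal components of the 500 most variable genes, with each point numbered by replicate. The first component carries 21.7% of the variance and the second 19.5%.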

In total, 19,004 genes were found to be differently expressed (Fig. 3*B*), whereby the top 50 up- and downregulated genes included several transcripts related to oxidative stress response such as delta-aminolevulinate dehydratase (*Alad*) (Fig. 3*C*), and genes regulating cell cycle and DNA repairs, such as centriole, cilia and spindle associated protein (*Ccsap*) and RAD23 homolog B, nucleotide excision repair protein (*Rad23b*). 

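Of the 16002 genes tested, 164 had an adjusted p under 0.05, 93 higher and 71 lower in Irp1−/− than in WT testes. The groups did not overlap for 6.63% of the tested genes, against the 2.86% that chance gives. Among the fits that left out one replicate, the count moved the most without Irp1−/− replicate 1, to 55 genes. Separately, 19004 genes had a total count of at least 10 over all 11 samples. Alad, on chromosome 4 from 62505984 to 62520063, had 31.9 ± 3.08 CPM (SD, n = 4) in Irp1−/− and 22.1 ± 1.09 CPM (SD, n = 4) in WT testes, a log2 fold change of 0.53 (standard error 0.067, adjusted p = 1.5e-05, edgeR). Ccsap, on chromosome 8 from 123839973 to 123860209, was lower by a log2 fold change of -0.21 (standard error 0.041, adjusted p = 0.00651, edgeR), and Irp1−/− replicate 7, at 109 CPM, lay apart from the other Irp1−/− samples. Rad23b, on chromosome 4 from 55350042 to 55392237, had a log2 fold change of -0.21 (standard error 0.039, adjusted p = 0.00408, edgeR), and without Irp1−/− replicate 1 its adjusted p was 0.051. For each of these genes every Irp1−/− sample lay on one side of every WT sample. Alad and Rad23b lie on the chromosome of Aco1, where 20 of the 305 tested genes nearest to Aco1 had an adjusted p under 0.05.

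**Figure D2:**
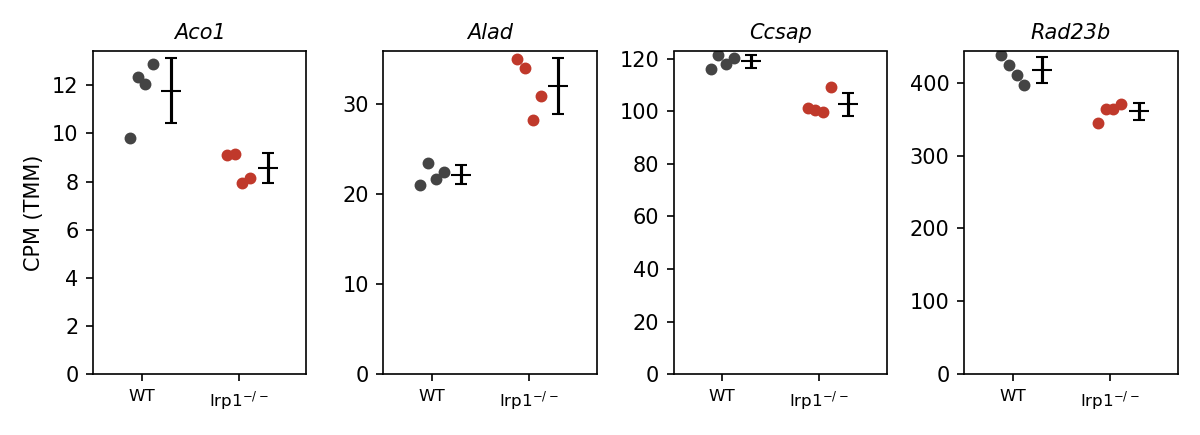
CPM of Aco1, Alad, Ccsap and Rad23b in each WT and Irp1−/− testis, normalized by TMM over all samples, with the mean and SD of each group of 4 beside the points. For Alad, Ccsap and Rad23b the points of the genotypes do not overlap.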

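Reactome gene sets of 10 to 500 tested genes were examined by preranked enrichment (fgsea), with genes ordered by the signed root of edgeR's F statistic. Of 857 sets, 43 had an adjusted p under 0.05, 10 higher and 33 lower in Irp1−/− testes. Ordering the genes by log2 fold change moved this count the most among the alternatives that kept all samples and no block, to 2 sets. The set Cell Cycle, Mitotic (383 genes) had a normalized enrichment score of -1.91 (adjusted p = 2.5e-06, fgsea permutation), with a median log2 fold change of -0.03 over its genes. For DNA Repair (128 genes) the score was -2.00 (adjusted p = 0.00191, fgsea permutation) and the median log2 fold change -0.05. Camera, run with a preset correlation of 0.01 between genes, gave an adjusted p of 0.0208 for DNA Repair and 0.0304 for Cell Cycle, Mitotic. The correlation within these sets was not estimated for camera. The test fry, which takes account of the correlation between genes, gave adjusted p of 0.0341 and 0.0558 in the same order. When the 8 samples were split in all 35 possible ways into groups of 4, 17 splits gave at least 43 sets, 3 gave a Cell Cycle, Mitotic score as large, and 1, the real one, gave a DNA Repair score as large. Without Irp1−/− replicate 2, DNA Repair had an adjusted p of 0.142.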

Gene set enrichment analysis (GSEA) indicated downregulation of pathways related to the cell cycle (*e.g.* “cell cycle mitotic” (Normalized Enrichment Score NES: −1.96356156, Fig. 4*B*) and “DNA-repair” (NES: −1.891545, Fig. 4*C*). 

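The set Biological oxidations (96 genes) had a normalized enrichment score of 1.85 in Irp1−/− against WT testes (adjusted p = 0.00931, fgsea permutation), with a median log2 fold change of 0.06. Its adjusted p was 0.37 under fry, and 0.256 in the enrichment without WT replicate 1. Of the 35 splits of the 8 samples, 8 gave a score as large. The set for fatty acid, triacylglycerol and ketone body metabolism (84 genes) had a score of 1.26 and an adjusted p of 0.313 (fgsea permutation), so its difference between the genotypes was within what the test gives by chance.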

Upregulated pathways included “biological oxidation” (NES: 1.642, Fig. 4*D*) and metabolic pathways for fatty acids (Fig. 4*A*). These findings suggest that germ cell loss in *Irp1*^*−/−*^ testes is potentially linked to increased oxidative stress, reduced DNA repair capacity, and impaired cell cycle regulation.

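Detoxification of Reactive Oxygen Species, a set of 24 genes, had a normalized enrichment score of 2.10 (adjusted p = 0.00931, fgsea permutation) and a median log2 fold change of 0.09. Its adjusted p was 0.121 under fry, 0.468 with genes ranked by log2 fold change and 0.0557 in the enrichment without Irp1−/− replicate 2. No other split of the 8 samples gave a score as large, but 1 came to 2.07. From the genes and pathways of Fig. 3 and Fig. 4, the paper proposes a potential link of germ cell loss to oxidative stress, DNA repair capacity and cell cycle regulation.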

**Figure 3:**
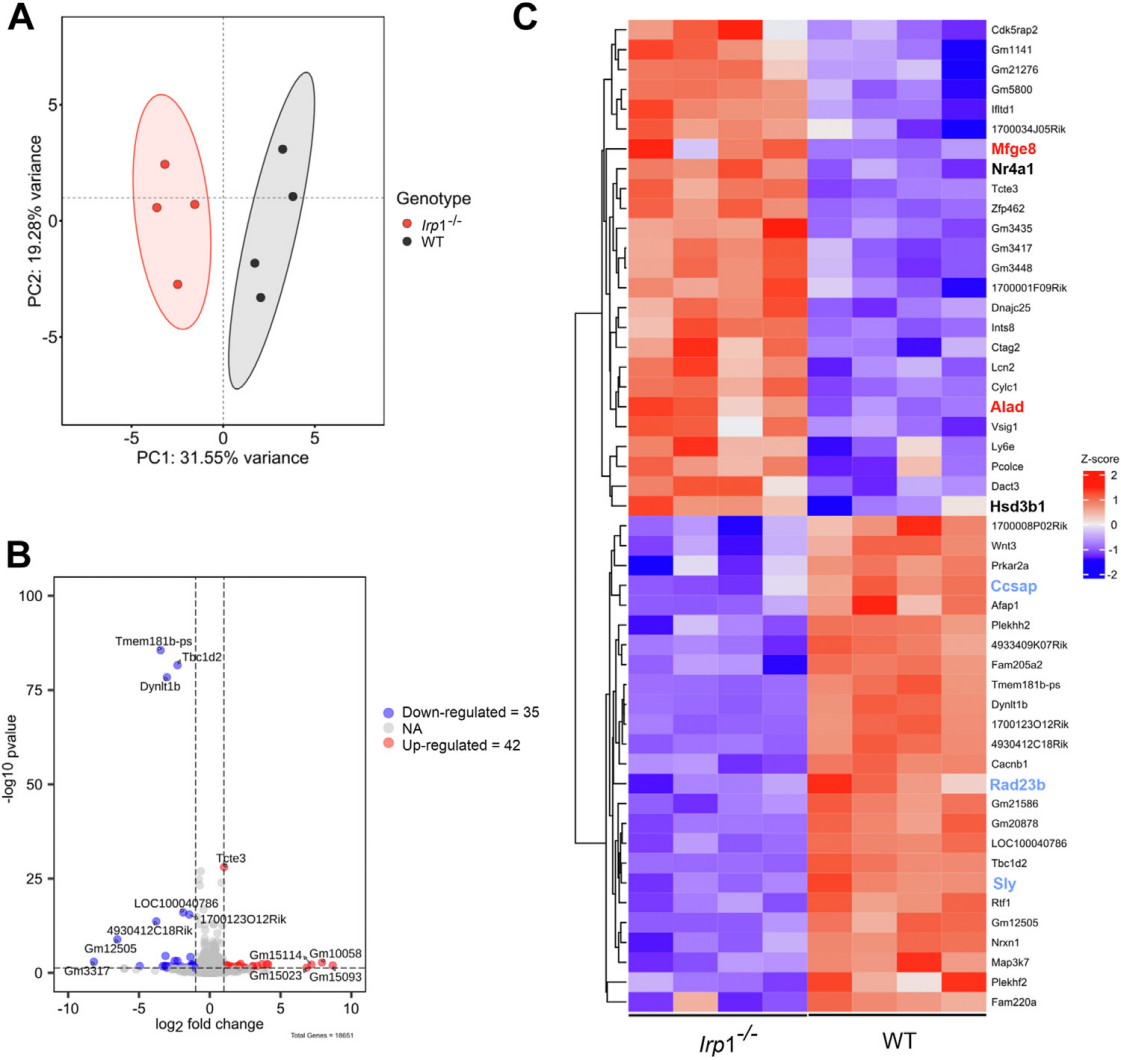
**Whole transcriptomic analysis of differential gene expression in *Irp*1**^**−/−**^**and WT mouse testis.** The examination of transcriptional changes of testicular RNA was performed for 20-week-old WT and *Irp*1^−/−^ mice. *A*, principal component analysis (PCA) demonstrates distinct clustering of WT (*black*) and *Irp*1^−/−^ (*red*) data sets. *B*, a volcano plot visualizes the differentially expressed genes (DEGs) between *Irp*1^−/−^ and WT. Using cut-off settings of log2FoldChange >1 and padj< 0.05 only 35 down-regulated and 42 up-regulated genes were identified as differentially expressed. *C*, a heatmap displays the expression patterns of the top 50 up- and downregulated genes in *Irp*1^−/−^ and WT testis. Genes related to oxidative stress (*red bold* characters), steroid biosynthesis (*black bold* characters), cell cycle and DNA repair (*blue bold* characters) are highlighted, respectively.

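With the thresholds of an adjusted p under 0.05 and an absolute log2 fold change over 1, edgeR gave 9 genes, 1 higher and 8 lower in Irp1−/− testes. At an unadjusted p under 0.05 in edgeR, 8 genes were higher and 13 lower past the same fold change. The gene higher in Irp1−/− testes was Tcte3, on chromosome 17, with 356 ± 35.2 CPM against 177 ± 14.1 CPM in WT (SD, n = 4 each) and a log2 fold change of 1.01 (standard error 0.081, adjusted p = 3.5e-04, edgeR). Its log2 fold change ranged from 0.97 to 1.08 when each replicate was left out in turn, and was under 1 without Irp1−/− replicate 1 or 7 or WT replicate 1 or 2. Its neighbours Gm3417, Gm3435 and Gm3448, drawn in Fig. 3C, were higher as well, and reads shared between them were not examined. The lower genes included Tbc1d2 on chromosome 4 (log2 fold change -2.28, adjusted p = 1.7e-15, edgeR) and 4930412C18Rik on chromosome 4 (log2 fold change -3.72, adjusted p = 1.3e-08, edgeR). Gm12505 had at most 3 counts in every Irp1−/− sample and was at least 7.71-fold lower than in WT. Dynlt1b and Tmem181b-ps, neighbours on chromosome 17, had log2 fold changes of -3.03 and -3.47 (adjusted p = 0.00105 and 5.3e-15, edgeR), while the other Dynlt1 and Tmem181 genes together changed by -29.1 and -2.58 CPM. Of the 13 genes labelled in Fig. 3B, 8 passed the count filter and all 8 passed these thresholds. The other 5 were counted in at most 3 of the 4 samples of one genotype and in none of the other.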

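All 50 genes of the heat map in Fig. 3C were tested, and each had the direction drawn there. Of these, 49 had an adjusted p under 0.05 over all genes tested and 50 when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. A log2 fold change over 1 in size was reached by 8 of them. On chromosome 4, which carries Aco1, lay 16 of the 50 genes.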

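Among the genes marked in Fig. 3C, Mfge8 had 78.7 ± 8.61 CPM (SD, n = 4) in Irp1−/− and 61.5 ± 1.59 CPM in WT testes (log2 fold change 0.35, adjusted p = 0.00671, edgeR). Nr4a1 had a log2 fold change of 0.27 (adjusted p = 0.00194, edgeR), and the Y-linked gene Sly, whose copies could share reads, one of -0.45 (adjusted p = 3.2e-07, edgeR). Hsd3b1 was higher by a log2 fold change of 0.41 but its adjusted p was 0.057 (edgeR), and with DESeq2 in place of edgeR it was 1.9e-04.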

**Figure 4:**
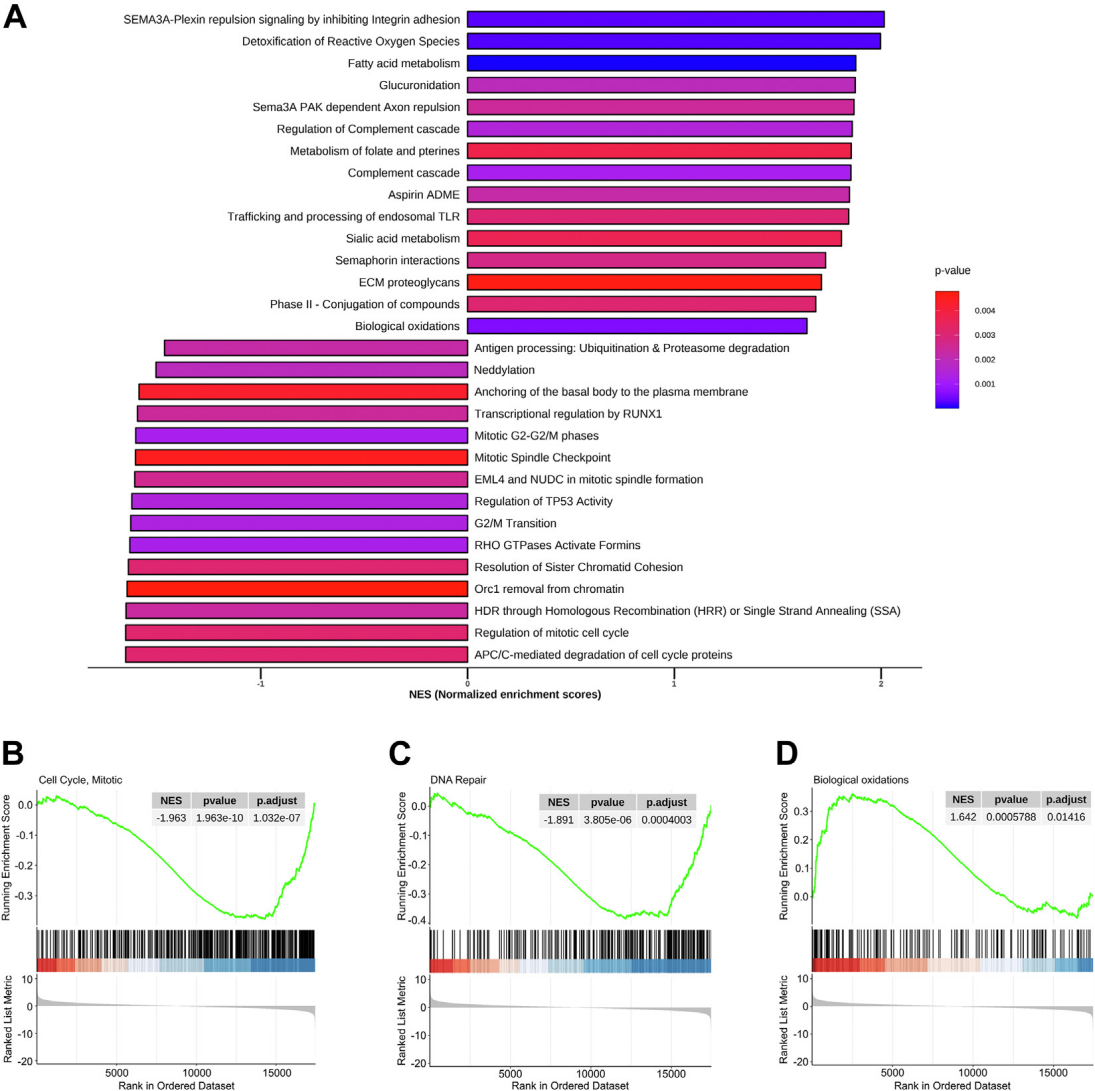
**Gene set enrichment analysis (GSEA) shows up- and downregulated pathways in *Irp*1**^**−/−**^***vs.* WT testes.***A*, bar diagram shows the GSEA (Gene Set Enrichment Analysis) results of Reactome pathways. The pathways were sorted by absolute values of the Normalized Enrichment Score (NES) and grouped by the sign of NES. The bar diagram represents 30 up- and down-regulated pathways. *B*, enrichment plots reveal negative enrichment of “cell cycle, mitotic” and (*C*) “DNA repair” pathways. *D*, positive enrichment for the “biological oxidations” pathway.

### Unchanged iron status in *Irp*1^−/−^ testis

Given the role of IRP1 in iron metabolism, we examined potential changes in iron levels and iron homeostasis proteins. No significant differences were observed in the expression levels of ferritin-H, ferritin-L, ferroportin, transferrin receptor 1, IRP2, nor the spatial distribution of ferritin H + L between WT and *Irp*1^−/−^ testis across ages (Fig. 5, *A*, *B*, and *D*). Total iron concentrations were also unaltered (Fig. 5*C*). Immunohistochemistry revealed that both ferritin-H and ferritin-L were primarily located within the interstitial space, most likely in Leydig cells and macrophages as numbers of positive cells and niche indicate. In addition, ferritin was detected in spermatogonia at the base of the seminiferous tubules (Fig. 5*D*). Biopsies from human testes with normal spermatogenesis and hypospermatogenesis showed a similar distribution pattern of FTL and FTH, and in addition, ferritin-H positive Sertoli cells in the seminiferous epithelium (Fig. 5*E*). Further IRP1 staining of testicular sections from human and mouse sections reveals that IRP1 is mainly located in Sertoli cells, Leydig cells, and germ cells. These data were confirmed using published single-cell RNA seq data sets of human and mouse testis ((20, 21), data not shown). These findings indicate that hypospermatogenesis in *Irp*1^−/−^ mice, and likely in humans, arises from mechanisms independent of gross iron imbalance.

**Figure 5:**
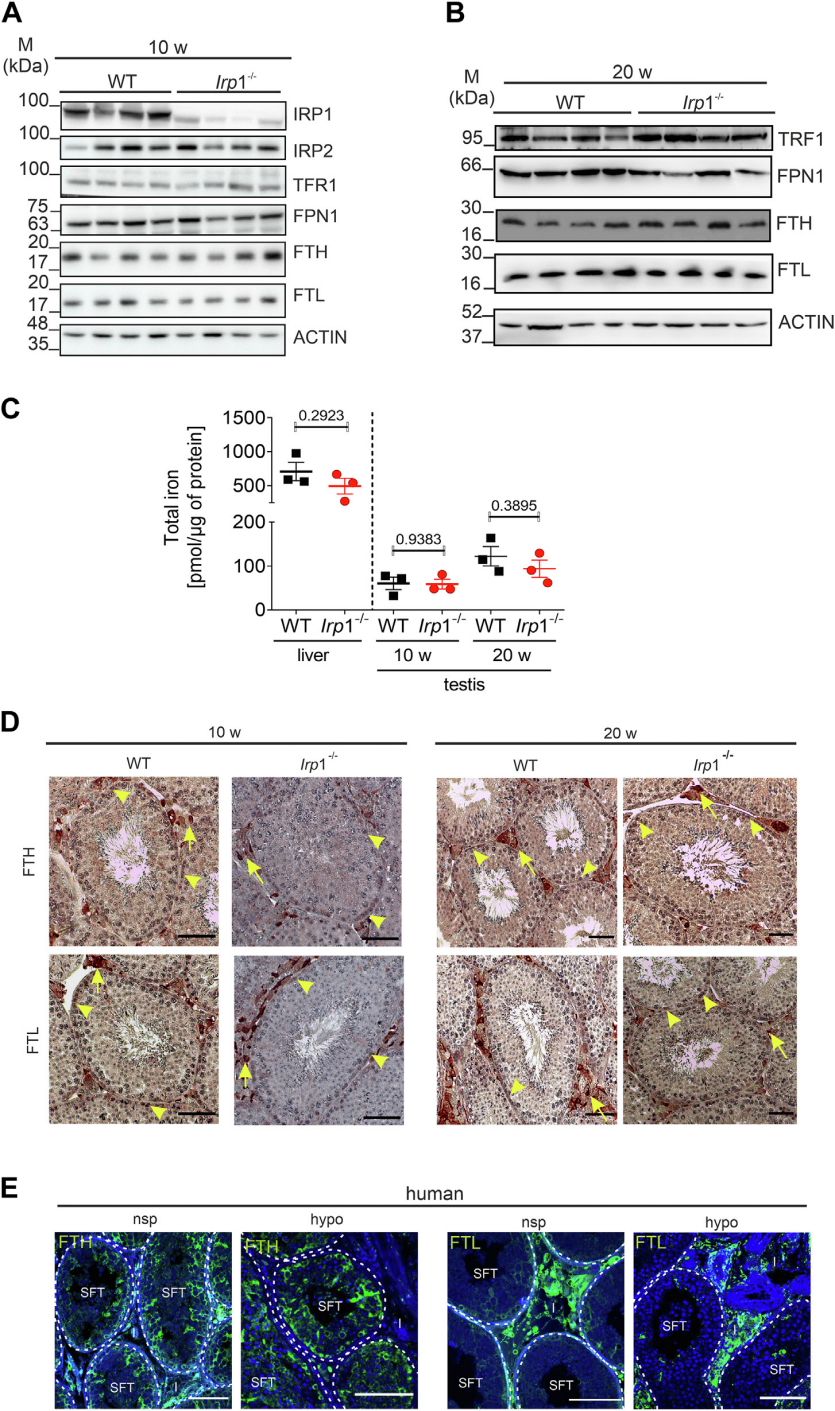
**No changes in testicular iron levels in *Irp1***^***-/***^***mice*.***A* and *B*, Western blot analysis of testicular protein extracts of WT and *Irp1*^*−/−*^ mice at 10 and 20 weeks of age. Representative blots are shown (n = 4 mice per genotype). *C*, total iron concentrations in testicular lysates from 10- and 20-week-old WT and *Irp1*^*−/−*^ mice were measured using the Ferrozine assay. Data is presented as a dot plot graph (n = 3 mice per group). *D*, immunohistochemical staining on 5 μm sections of testis from 10- and 20-week-old WT and *Irp1*^*−/−*^ mice was used to localize the distribution of ferritin-H (FTH) and ferritin-L (FTL). Representative micrographs are shown. *Yellow arrows* indicate Ferritin-positive interstitial cells (such as macrophages) and *yellowarrowheads* point to ferritin-positive germ cells (spermatogonia) (scale bar: 30 μm, n = 5 mice per group). *E*, human testicular biopsies with normal spermatogenesis (nsp) and mild hypospermatogenesis (hypo) were stained for FTH and FTL. Representative images are provided (scale bar: 100 μm, n = 3 biopsies from individual patients). Statistical significance was determined using the unpaired student's *t* test (ns > 0.05) FPN1, ferroportin 1; FTH, ferritin-H; FTL, ferritin-L; I, interstitial space; IRP1, iron-regulatory protein; IRP2, iron-regulatory protein 2; SFT, seminiferous tubule; TRF1, transferrin-receptor 1.

### IRP1 deletion in testis increases susceptibility to oxidative stress

The underlying mechanism of hypospermatogenesis in IRP1-deficient testis was first analyzed by Western blot analysis of B-cell lymphoma 2 (BCL2) and Bcl2-associated X protein (BAX) as upstream apoptosis-related proteins. Quantification showed no significant difference (Fig. 6, *A*–*C*). Previous studies revealed that hypospermatogenesis can be a consequence of cell death triggered by high levels of ROS (22, 23). Given the observed downregulation of genes involved in DNA repair and upregulation of oxidative pathway genes (Fig. 4, *B* and *C*), ROS-induced DNA damage was assessed using 8-OxoG detection. Immunofluorescence labeling revealed a significantly higher number of 8-OxoG^+^ cells in *Irp*1^−/−^ testis compared to WT at both ages (Fig. 6, *D* and *E*). Of note, both spermatogonia and spermatocytes were most susceptible to ROS-induced DNA damage (Fig. 6, *D* and *E*). Besides DNA damage, high ROS levels also lead to lipid peroxidation. This was evidenced by an elevation of 4-hydroxynonenal (4HNE) in 10-week-old *Irp*1^−/−^ testis, which increased further at 20 weeks of age compared to WT (Fig. 6, *F* and *G*). Correspondingly, protein levels of nuclear factor erythroid 2-related factor 2 (NRF2), a transcription factor regulating apoptosis and lipid metabolism (including lipid peroxidation) (24), were significantly reduced in *Irp*1^−/−^ testis compared to WT at both ages tested (Fig. 6, *F* and *H*). Protein levels of glutathione peroxidase 4 (GPX4), an enzyme that controls lipid peroxidation (25), showed a trend towards downregulation, but did not reach statistical significance (Fig. 6, *F* and *I*). Moreover, cystine/glutamate antiporter solute carrier family 7 member 11 (SLC7A11) plays an important role in antioxidant defense by cysteine transport into cells, thus facilitating glutathione production and maintaining cell survival under conditions of oxidative stress (26). Using qRT-PCR analysis a significant downregulation of *Slc7a11* transcripts was visible in *Irp*1^−/−^ testis compared to wild-type (Fig. 6*J*), rendering IRP1-deficient testis more susceptible to oxidative stress.

**Figure 6:**
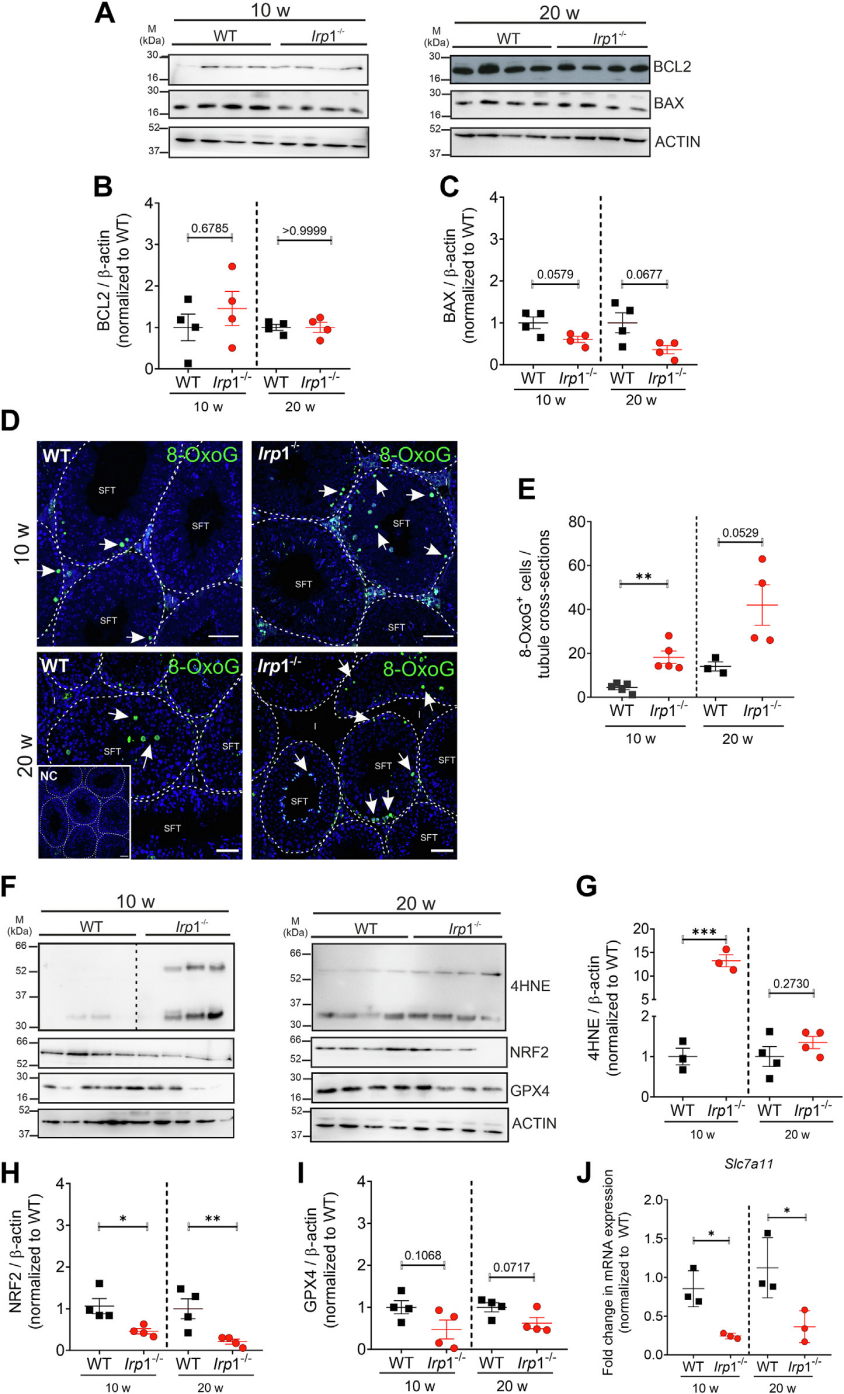
***Irp1***^***−/−***^**testis shows increased oxidative damage.***A* and *D*, Western blot analysis was conducted on lysates prepared from testis of WT and *Irp1*^*−/−*^ mice aged 10 and 20 weeks. Blots were probed with antibodies directed against proteins associated with apoptosis (BAX, BCL2) and oxidative stress response (4HNE, NRF2, GPX4). Dashed line in the 4HNE Western blot (10w) shows area where non-relevant lanes were excised. Representative blots are shown (n = 4 mice per genotype). *F* and *G*, band intensities of proteins related to apoptosis (*B* and *C*) and oxidative stress response (*G*–*I*) were quantified using ImageJ software and normalized to the corresponding loading control. For 4HNE quantification bands of both molecular sizes were quantified and calculated as a mean. *D*, immunofluorescence staining of 8-oxo-guanosine (8-OxoG), a marker of DNA damage, was performed on testicular sections from WT and *Irp1*^*−/−*^ mice (n = 5 mice per group, 10 and 20 weeks old). Representative images are shown (scale bar: 50 μm). *E*, the number of 8-OxoG-positive cells (*green*) were quantified in round to slightly ovoid shaped seminiferous tubules (SFT) from five random images per animal using the ImageJ software. *J*, qPCR analysis of *Slc7a11* on testicular cDNA from testis of WT and *Irp*1^−/−^ mice aged 10 and 20 weeks. Statistical significance was determined using the unpaired student's *t* test (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, n = 3–4 mice per genotype).

## Discussion

Spermatogenesis is critically dependent on iron, serving as a vital co-factor for various enzymes involved in this process, making it essential for proper testicular function and male fertility. Various studies have shown that alterations in dietary iron concentration can lead to morphological changes in the testis, such as testicular atrophy, and impairment of spermatogenesis underscoring the importance of a tightly regulated iron balance in the testis (18, 27). Increased iron concentrations can trigger oxidative stress based on an imbalance of ROS and the antioxidant system where ROS levels predominate. In the testis, oxidative stress has several detrimental effects, such as DNA damage (base modifications, double-strand breaks) which impair the genetic integrity of germ cells (28). Simultaneously, oxidative stress not only generates harmful ROS but also decreases levels of antioxidants, such as superoxide dismutase (SOD1) and GPX4 in the testis (19, 28). The resulting damage can lead to increased cell death (*e.g.* apoptosis) causing hypospermatogenesis (18, 28, 29). Additionally, ROS can also lead to the formation of 4HNE, a major aldehyde product formed by peroxidation of ω-6-unsaturated fatty acids, regarded as a specific marker of lipid peroxidation that can cause several kinds of damage including dysfunction in the male germline (30, 31, 32, 33, 34).

Liu *et al.* (2022) showed that Slc7a11 is predominantly expressed in testicular somatic cells and is essential for maintaining cysteine/GSH homeostasis in Sertoli cells (26). Elevated cysteine levels during spermatogenesis are essential for protecting against oxidative damage from ROS. This puts SLC7A11 central in maintaining a redox balance in safeguarding germ cells. The observed substantial downregulation of *Slc7a11* transcripts in the testis of *Irp*1^−/−^ indicates a disrupted microenvironment that is permissive for increased ROS levels and associated damage as seen by the strong increase in 8-OxoG-positive germ cells compared to WT. Additionally, higher levels of 4HNE and the corresponding reduction of antioxidant factors GPX4 and NRF2 in *Irp*1^−/−^ testis further point to an imbalance in the oxidative stress system. Although data refer to a higher susceptibility of *Irp1*^*−/−*^ testis for oxidative stress, this does not seem to be related to higher concentrations of iron in the male gonad nor to a different distribution, as evidenced by ferritin localization.

Flow cytometry analysis in this study demonstrates a significant reduction of the number of primary spermatocytes (4N), while no changes were observed in cells with a chromosome content of 2N such as spermatogonia in germ-cell-enriched preparations. It is important to note that this method has some limitations, as it primarily differentiates cells based on their DNA content and may include contaminating Sertoli, Leydig, or peritubular cells which also are 2N.

In the next step, to obtain a comprehensive overview of the upregulated and downregulated genes, bulk RNA sequencing (RNA-seq) was performed. 

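In Irp1−/− against WT testes, the Reactome set Meiosis (56 genes) had a normalized enrichment score of -1.14 and an adjusted p of 0.555 (fgsea permutation). For Double-Strand Break Repair (21 genes) the score was -1.30 and the adjusted p 0.403 (fgsea permutation). Neither set differed between the genotypes by more than chance gives, and of the 35 splits of the 8 samples, 12 and 11 gave scores as large.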

Whole genome transcriptomic analysis of *Irp*1^*−/−*^ testis demonstrated a down-regulation of cell cycle genes (mitosis, meiosis) and alterations in the repair mechanisms of DNA double-strand breaks. Many proteins involved in these processes require iron as a co-factor, particularly those associated with DNA replication or repair (35, 36). These data coincide with the reduced numbers of primary spermatocytes observed in our analysis, the germ cell type passing through meiosis, which in turn is propagated in lower numbers of haploid germ cells such as round and elongating spermatids. Together, these data indicate a defect in meiotic germ cells that either enter this process (very early primary spermatocytes) after a last mitotic division or in subsequent steps of meiosis (mid and late primary spermatocytes). Of note, an impairment of DNA repair or cell cycle in mitotic (spermatogonia) or early meiotic cells (primary spermatocytes)—as proposed by the transcriptomic analysis—potentiates the downstream effects, as one spermatogonia/primary spermatocyte entering meiosis results in the formation of four spermatids. Therefore, already a relatively mild loss of spermatogonia or primary spermatocytes could cause a more substantial reduction in numbers of more advanced germ cell types, *i.e.* hypospermatogenesis.

Recent studies have shown that functional impairment in the respiratory chain leads to a complete arrest of spermatogenesis from the primary spermatocytes onwards (37, 38). An alternative function of IRP1 when it contains a [4Fe-4S]-cluster is cytosolic aconitase, converting citrate to isocitrate in the cytoplasm, a function involved in providing intermediates for the Krebs cycle and other biosynthetic pathways crucial for cell proliferation and differentiation (17, 39). Li *et al.* demonstrated a downregulation of frataxin and IscU, two core components in the iron-sulfur cluster biogenesis machinery, in *Irp*1^−/−^ fibroblasts, thereby affecting the functionality of the respiratory chain (40, 41). Thus, the absence of cytosolic aconitase activity in *Irp*1^−/−^ testis could lead to metabolic insufficiency, limiting the availability of critical biosynthetic intermediates and energy required for spermatogenesis. Therefore, an additional explanation for the hypospermatogenesis observed in this study could be mitochondrial dysfunction due to the loss of cytosolic aconitase activity in *Irp*1^−/−^ testis negatively affecting germ cell production. Yet, further investigations are needed to confirm this hypothesis.

In summary, this study reveals a previously unrecognized function of IRP1 and provides clues on how IRP1 influences spermatogenesis that could guide tailored genetic analysis in men with this condition.

## Experimental procedures

### Animals and ethics statement

The *Irp*1^−/−^ (*Aco1*^*tm1Roua*^, MGI:3029223) (15) founder breeding pairs (bred on a C57Bl/6J background) were generously provided by Dr Tracey Rouault (Molecular Medicine Program, National Institute of Child Health and Human Development, National Institutes of Health, Bethesda, MD) to establish an experimental mouse colony at the animal facility of the Justus-Liebig-University (JLU) Giessen, Germany. Wild-type littermate controls were generated by interbreeding heterozygous mutant mice (*Irp*1^+/−^). This breeding strategy produced offspring with the following genotypes: wild-type (*Irp*1^+/+^), heterozygous (*Irp*1^+/−^), and homozygous mutant (*Irp*1^−/−^), in the expected Mendelian ratio of 1:2:1, respectively. All animal experiments were performed in accordance with the Technion regulations on animal welfare and German animal welfare law and were approved by the Technion Animal Ethics Committee, Haifa, Israel (*IL-135–09–19*) or had been declared to the Animal Welfare Officer of the JLU, Giessen, Germany (Registration No.: M_819). The methods used to euthanize the animals humanely were consistent with the recommendations of the AVMA Guidelines for the Euthanasia of Animals and performed by 5% isoflurane inhalation following cervical dislocation. Body weight and testis weight were recorded post-euthanasia.

### Human testis specimen

Bouin-fixed (12–24h) and paraffin-embedded human testicular biopsies from patients with azoospermia displaying intact spermatogenesis (nsp) or hypospermatogenesis (hypo) as spermatogenic disorder were provided by the Giessen Testicular Biopsy Repository and sectioned at 5 μm thickness. Specimens were categorized as described previously (42, 43). Written informed consent was obtained from all patients, and the study was approved by the ethics committee of the Medical Faculty of the Justus-Liebig-University Giessen (Ref. No. 26/11). All experiments were performed in accordance with the criteria set by the Declaration of Helsinki (44).

### Histology

Testes of postpubertal mice (10 and 20 weeks old) were either snap-frozen in liquid nitrogen for protein isolation or immediately immersion-fixed in Bouin's solution (Sigma, cat. no. HT10132-1L) for 6 h. Following fixation, tissues were dehydrated and paraffin-embedded, sectioned into 5 μm slices, and stained with hematoxylin and eosin (H&E) using standard protocols.

### RNA extraction, library preparation, and RNA sequencing (RNA-seq)

Total RNA was extracted from the whole testis of WT and *Irp*1^−/−^ mice by using the RNeasy Mini Kit from Qiagen (cat. Nr. 74,104, Hilden). RNA concentration and purity were measured using a NanoDrop 2000 (Thermo Fischer Scientific) and stored at −80 °C. All RNA samples had an RNA Integrity Number (RIN) of 8 or above, determined by Tapestation 4200. RNA sequencing libraries were generated and sequenced at the Institute for Lung Health (ILH)—Genomics and Bioinformatics—at the Justus-Liebig-University (JLU) Giessen (Germany). A total of 1000 ng of RNA per sample was used to enrich polyadenylated mRNA, followed by cDNA sequencing library preparation using the Illumina Stranded mRNA Prep Kit (Illumina) according to the manufacturer’s instructions. After library quality control by capillary electrophoresis (4200 TapeStation, Agilent), cDNA libraries were sequenced on the Illumina NovaSeq 6000 platform generating 50 bp paired-end reads.

### Bulk RNA-sequencing analysis

For demultiplexing and the subsequent FASTQ file generation, we used Illumina’s bcl2fastq (2.19.0.316). Primary processing of the sequencing reads, *i.e.*, quality control, filtering, trimming, read alignment, and generation of gene-specific count tables was performed using the nf-core 53 RNA-seq v3.7 bioinformatics pipeline (NEXTFLOW version 23.04.03). The mus musculus mm10 genome and gene annotation were used as downloaded from Illumina’s iGenome repository (https://support.illumina.com/sequencing/sequencing_software/igenome.html). The pipeline run was performed with standard parameters in docker mode. The resulting tables with raw read counts were imported into R where all down-stream processing was performed (R Core Team (2022) R: A Language and Environment for Statistical Computing. R Foundation for Statistical Computing, Vienna. URL https://www.R-project.org/) (version 4.3.2). Differentially expressed genes between *Irp*1^−/−^ and WT were identified using the DESeq2 package using the standard workflow outlined in the vignette, with an adjusted *p* value < 0.05 and |Log2fold change|> 1 as thresholds. These genes were used to create a PCA plot, a volcano plot, and a heatmap by using the ggplot2 package. Gene set enrichment analysis (GSEA) was performed as described by Subramanian *et al.* (2005) using the `*gsePathway*` function of the clusterProfiler package to identify Reactome terms associated with the mutant or wildtype phenotype (45, 46). We first ordered the differentially expressed genes according to ‘stat’, followed by visualization of the GSEA results. The ‘*gseaplot*’ function was used for visualization, with thresholds set at a *p*-value cutoff of 0.05 and *p*-value adjustment using the Benjamini-Hochberg (BH) method (45).

### Daily sperm production and sperm morphology

Daily sperm production (DSP) was determined as already described with small modifications (47, 48). Freshly collected testes were weighted, decapsulated, and homogenized in 1 ml DSP buffer (0.9% NaCl, 0.01% azide, 0.05% Trition-X-100) for 1 min at 30 Hz in a vibrating mill (Retsch MM400; Haan, Germany). After homogenization, intact sperm heads were counted in a Bürker counting chamber (0.0025 mm^2^, depth 0.100 mm). All homogenates were counted in duplicates, each in three different squares of the field of 16. To determine the DSP, an average value was calculated from the counted sperm (¥), and the following formula was used.

(1) ¥×50,000×(volumeofhomogenate[ml]×sampleweight[g])=n/homogenate

(2) n/homogenate÷sampleweight[g]=sperm/[g]testis

(3) sperm/[g]testis×totaltestisweight[g]=sperm/totaltestis

(4) sperm/totaltestis÷4.84=DSP/testis

Sperm morphology was assessed from spermatozoa obtained from dissected cauda epididymides. The cauda epididymidis was placed into a Krebs-Ringer solution (100 mM NaCl, 4.7 mM KCL, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_, 5.5 mM Glucose, 1.7 mM CaCl_2_, 20 mM HEPES, pH 7.0) to allow a sperm swim-out for 10 min at 37 °C, followed by a 10 min fixation step with 4% paraformaldehyde at RT with subsequent washing in PBS. Spermatozoa were air-dried on coverslips and analyzed under a light microscope using phase contrast. Representative images were captured with a Leica DMI 8 (Wetzlar, Germany) microscope and subsequently examined using ImageJ software (Fiji, version 2.1.0/1.53c). An equal number of five mice per genotype and age were used for analysis.

### Immunohistochemical staining on mice testes sections

Immunohistochemical staining was performed to identify changes in ferritin-H and -L distribution in testis. Antigen retrieval was done by boiling deparaffinized sections in 10 mM citrate buffer (pH 6.0), followed by blocking of endogenous peroxidase (3% H_2_O_2_ in ddH_2_O, 15 min). Sections were blocked with 3% BSA and 10% goat serum in tris-base-solution (TBS) for 1 h at RT and stained with antibodies against, ferritin-H (2 μg/ml, Abcam, ab65080, RRID:AB_10564857) and ferritin-L (2 μg/ml, Abcam, ab69090, RRID:AB_1523609) overnight at 4 °C in a humidified chamber. Subsequently, sections were incubated with respective secondary antibodies (goat anti-rabbit IgG conjugated with HRP, Cell Signaling Technology, 7074P2) for 1 h at RT. Detection was done using AEC detection (3-Amino-9-ethylcarbazol, Sigma Aldrich cat. Nr. AEC101), followed by hematoxylin counterstaining. Representative images were captured with a Leica Microscope DMi8, and image processing was carried out using ImageJ software. For semi-quantitative analysis, five random images of the testis sections were taken under the same settings. Followed by counting of all positive cells in round cross-sections of seminiferous tubules, an equal number of mice per genotype and age were used for analysis.

### SDS-PAGE and Western blot

Snap-frozen testis tissue (∼10 mg) was homogenized in RIPA-Buffer (50 mM Tris-HCL, pH 7.4, 150 mM NaCl, 0.5% deoxycholate, 0.1% SDS, 1% NP-40, AEBSF 0.1 M, 1 mM DTT) with phosphatase inhibitor (Roche, cat. No. 4906845001) and protease inhibitor cocktail (Roche, cat. No. 11836170001) followed by incubation on ice for 30 min. Protein concentration in supernatants of centrifuged samples (20,000*g*, 30 min, 4 °C) was measured by the BCA protein assay kit (Sigma-Aldrich, cat. No. BCA1-1KT).

Equal amounts of protein (50–100 μg) were separated on 10 to 15% SDS-PAGE and transferred to PVDF membranes (Merck Millipore, cat. no. IPVH00010). Membranes were blocked with blocking solution (Tris-buffered saline with 0.1% Tween-20 supplemented with milk powder) for 1 h at RT, before being incubated with primary antibodies (see Table 1) overnight at 4 °C. Membranes were washed and incubated with horseradish peroxidase-conjugated secondary IgG antibodies (α-rabbit, Abcam, ab97200 RRID:AB_10679899; α-mouse, DanyelBiotech, NXA931, RRID:AB_772209) for 1 h at RT. Signals were visualized using ECL (Millipore Corporation) and analyzed by densitometry (Fusion FX, Witec AG). Signal intensity was quantified using ImageJ software (Fiji software, version 2.1.0/1.53c).

**Table 1:** Antibodies used for Western Blot

Antibodies	RRID number	Dilution	Source	Supplier
Ferritin-L	RRID:AB_1523609	1:1000	Rabbit	Abcam, Ab69090, Cambridge, UK
Ferritin-H	RRID:AB_10564857	1:1000	Rabbit	Abcam, Ab65080, Cambridge, UK
Ferritin-H	RRID:AB_11217441	1:1000	Rabbit	Cell Signaling Technology, 4393S, Cambridge, UK
Ferroportin/SLC40A1	RRID:AB_1660490	1:1000	Rabbit	Novus Biologicals, NBP1-21502, Wiesbaden, Germany
Transferrin Receptor	RRID:AB_10673794	1:1000	Rabbit	Abcam, ab84036, Cambridge, UK
IRP1	RRID:AB_11024630	1:1000	Rabbit	Novus Biologicals, NBP1-87677, Wiesbaden, Germany
IRP2		1:1000	Rabbit	Novus Biologicals, NBP100–1798–1, Wiesbaden, Germany
NRF2 (C-20)	RRID:AB_2108502	1:500	Rabbit	Santa Cruz, sc-722, Dallas, Texas, USA
GPX4	RRID:AB_10973901	1:2000	Rabbit	Abcam, ab125066, Cambridge, UK
4HNE	RRID:AB_664165	1:1000	Mouse	R&D Systems; MAB3249, Wiesbaden, Germany
BAX (N-20)	RRID:AB_2227995	1:500	Rabbit	Santa Cruz, sc-493, Dallas, Texas, USA
BCL2 (N-19)	RRID:AB_2064290	1:250	Rabbit	Santa Cruz, sc-492, Dallas, Texas, USA
Beta Actin	RRID:AB_476744	1:3000	Mouse	Sigma Aldrich, A5441, Taufkirchen, Germany

### Ferrozine assay

Total nonheme iron in testis and liver samples was measured by colorimetric ferrozine-based assays as previously described (49). Briefly, 11 μl concentrated HCl (11.6 M) was added to 50 μl of homogenized tissue samples, heated at 95 °C for 20 min and centrifugated at 13,000 rpm for 10 min. Ascorbate was added to the supernatant for 2 min, to reduce the Fe^3+^ into Fe^2+^, followed by the addition of ferrozine and saturated ammonium acetate (NH4Ac). Absorbance was directly measured at 570 nm (BERTHOLD microplate reader).

### Determination of DNA content in germ cells by flow cytometry

Decapsulated testes were transferred to a centrifuge tube (50 ml) in 3 ml Dulbecco's Modified Eagle Medium (DMEM) (Gibco, Thermo Fisher Scientific) containing 1 mg/ml collagenase A (Roche, cat. No. 10103578001) and 1 mg/ml DNase I (Roche, cat. No. 10104159001) and were incubated under constant agitation in a water bath (120 rpm) at 34 °C for 15 min. The resulting tubule fragments were allowed to settle in the tubes for 2 min and then used for another digestion round in 2.5 ml DMEM with collagenase A, 0.004 mg/ml of DNase I, and 1 mg/ml of trypsin (50 mg/ml in 1 mM HCL, Sigma-Aldrich, cat. No. SLBR7267V). The final digest involved adding 0.6 mg/ml of trypsin and 0.004 mg/ml of DNase I, with another round of agitation. To inhibit trypsin activity, 10% of FCS (Gibco, ThermoFischer Scientific, cat. No. 10500064) was added. This procedure enriches germ cells. The cell suspension was then passed through a 40 μm nylon cell strainer (Corning) and centrifuged at 1500 rpm for 10 min at 4 °C. The pellet was resuspended in DPBS and cells were counted. A total 1 × 10^6^ cells resuspended in 100 μl were used for subsequent steps. Cells were first permeabilized on ice with 90% methanol for 30 min, washed and resuspended in 500 μl MACS-Quant buffer, containing 5 μg/ml propidium iodide (BioLegend, cat. 421301) and incubated 30 min at 4 °C. Finally, the DNA content was quantified using the MACSQuant Analyzer 10 (Miltenyi Biotec), and the results were evaluated using FlowJo version 10.8.0 software (FlowJo LLC).

### Immunofluorescence on human biopsies and mice testes sections

For human and mouse testes, antigen retrieval was performed as described above. Sections were blocked with either 3% BSA in PBS or 1% BSA and 10% normal goat serum in 1× TBS + 0.5% Triton X-100 for 1 h. Human testes biopsies were stained with ferritin-H (2 μg/ml, Abcam, ab65080, RRID:AB_10564857) and ferritin-L (2 μg/ml, Abcam, ab69090, RRID:AB_1523609) antibodies overnight at 4 °C. For mouse testes sections, the primary antibodies used were anti-8-oxoG DNA lesion (10 μg/ml, Santa Cruz Biotechnology, Cat# sc-130914, RRID:AB_2009328) and anti-SCYP3 (1 μg/ml, Abcam, Cat# ab97672, RRID:AB_10678841). Both were incubated overnight at 4 °C. Followed by incubation with the secondary antibodies (goat anti-mouse IgG (H + L) cross absorbed secondary antibody Alexa Fluor488 (1 μg/ml, Invitrogen, Cat# A-11001, RRID:AB_2534069) and goat anti-rabbit IgG (H + L) cross absorbed secondary antibody Alexa Fluor488 (1 μg/ml, Invitrogen, Cat# A-11008, RRID:AB_143165)) for 1 h at RT. Mounted specimens were examined using a Zeiss LSM710 Confocal Microscope (Oberkochen). Image processing was carried out using ImageJ software. For the semi-quantitative analysis, five random images of testicular sections were taken under the same settings, followed by counting all positive cells in round cross-sections of seminiferous tubules. The analysis included five mice for each genotype and age.

### qRT-PCR

RNA was isolated as described above. Subsequently, 1 μg of RNA was reverse-transcribed to cDNA. Quantitative PCR was carried out on a CFX96 Touch thermal cycler machine (Bio-Rad) using iTaq Universal SYBRGreen SuperMix (Bio-Rad) and primers specific for *Slc7a11* (Table 2). The relative accumulation level of each mRNA was normalized to *18S* rRNA as a reference, and the comparative Ct method (ΔΔCt method) was employed for the data analysis.

**Table 2:** Primer sequence for RT-qPCR

Gene	Forward	Reverse
*Slc7a11*	GCTGGTGTGTAATGATAGGGC	CCCCTTTGCTATCACCGACT
*18sRNA*	TACCACATCCAAGGAAGGCAGCA	TGGAATTACCGCGGCTGCTGGCA

### Statistics

Statistical analyses were performed using the GraphPad Prism 8 software (GraphPad Software). To check for normal distribution, data were first transformed to log values. Values were used to create QQ plots and to perform Kolmogorov-Smirnov and Shapiro-Wilk tests. The samples were statistically analyzed using the unpaired student's *t* test. All data are represented as mean ± SEM, and significance levels were denoted as ns>0.05, ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001.

## Data availability

The bulk RNA sequence data have been uploaded to Gene Expression Omnibus (GEO; GSE273580). Additional data and the used R code are available from the corresponding author.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Iron regulatory protein 1-deficient mice exhibit hypospermatogenesis
**Source:** J Biol Chem. 2024 Dec 10;301(1):108067. doi: 10.1016/j.jbc.2024.108067
**Supplement:** Supporting information

**Supporting information**

**Iron regulatory protein 1 deficient mice exhibit hypospermatogenesis**

Aileen Harrer*^1,2^, Niraj Ghatpande*^3^, Tiziana Grimaldini^1,2^, Daniela Fietz^2,4^, Vishnu Kumar^1,2^, Christiane Pleuger^1,2^, Monika Fijak^1,2^, Dankward T. Föppl^1,2^, Lennart P. Rynio^1,2^, Hans‑Christian Schuppe^2,5^, Adrian Pilatz^2,5^, Marek Bartkuhn^6^, Tara Procida‑Kowalski^6^, Noga Guttmann-Raviv^3^, Sudhanshu Bhushan^1,2^, Esther G. Meyron-Holtz^3, #^ and Andreas Meinhardt^1,2, #^

**Supporting Figures:**

**
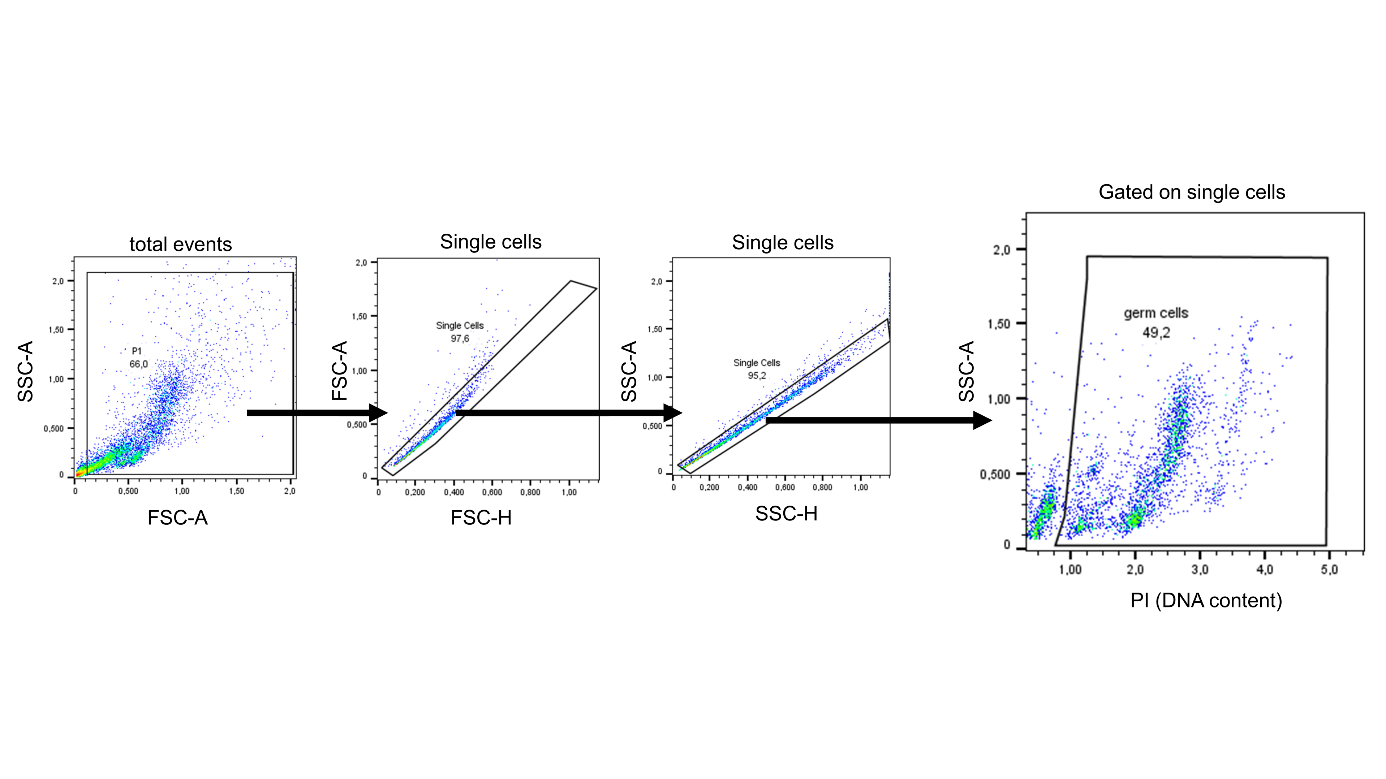
**

**Supporting Figure 1:** Gating strategy used to identify different DNA content in germ cell enriched cell populations in flow cytometry analysis of testis samples from 10- and 20-week-old mice is shown. Single live cells (based on forward and side scatter) were initially gated, followed by selection of propidium iodide (PI)-positive cells (PI^+^) representing single testicular cell suspension.

How the deposited data were processed for this re-analysis (not part of the article)

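Testis RNA of 4 WT, 4 Irp1−/− and 3 Irp2−/− mice aged 20 weeks was analysed. The authors deposited a table of raw read counts per gene, without normalization, made with the nf-core RNA-seq pipeline against mm10. The counting tool is not named in the paper's text, and some counters of that pipeline give estimates that are then rounded. Demultiplexing, trimming, alignment and counting are thus part of the counts and were not repeated. All per-sample columns were used. Samples were assigned to genotypes by their labels. These labels also carry a letter, R for Irp1−/− replicate 6 and L for every other sample. Its meaning, possibly the right or left testis, is not stated, and it was not used in the fits. Results that change without Irp1−/− replicate 6 could thus reflect that difference.

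Of 24411 gene symbols, 23194 matched an NCBI gene by current symbol and 1096 by an older symbol, 13 were ambiguous and 108 were not matched. Positions are those of mm10 (GRCm38). Genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood test, Benjamini-Hochberg adjustment), in each comparison with the samples of the 2 genotypes compared. DESeq2 1.42.0, which the authors used, served as an alternative. Standard errors were derived from the fold change and the F statistic. A fold change against a group with at most 3 counts in every sample is given as a bound. In simulated counts with 200 changed genes among 16002, edgeR recovered 99% of the changed genes and 3.88% of its calls were false for the comparison of Irp1−/− with WT. The simulated changes were all at least as large as the study's fold change threshold, so the recovery of smaller changes was not tested.

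The principal component analysis used log2 CPM with a prior count of 2. Gene sets were the mouse Reactome sets shipped with fgsea 1.28.0, with 10 to 500 tested genes, and random seed 1. That preranked test treats genes as independent, so camera (preset correlation 0.01) and fry of limma 3.58.1 were run beside it. The Reactome version of the authors was not used here. Marker lists were written for spermatogonia, spermatocytes, round and elongating spermatids, Sertoli, Leydig and peritubular myoid cells, macrophages, blood, epididymis, X and Y multicopy spermatid genes, iron genes, iron-sulfur genes, and oxidative stress and apoptosis genes, and those with at least 3 tested genes were tested with camera. Changed genes near Aco1 and Ireb2 were counted among the 200 nearest tested genes on each side and compared with all others by Fisher's exact test.

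Total counts per sample lay between 15902473 and 22451417, and intervals and floors cover counting error only. Named genes were the targeted genes, the genes the paper names from these data or labels in Fig. 3B or marks in Fig. 3C, up to 3 genes with the largest change in each direction among those past the thresholds that did not overlap between genotypes, and genes of proteins or transcripts the paper measured by other means or discusses. Not every gene covered by this rule is reported here. The alternatives were RLE normalization, other count filters, DESeq2, a fit of all 11 samples, other set tests and rankings, a block for the replicate number, and leaving out each replicate in turn. For each comparison all 35 splits of its samples were fitted. The protein, iron and qRT-PCR measurements were not analysed here.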

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

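The tests of the X chromosome, paralogs, library size and GC content, and the splits for genes near the targeted loci and for genes with an adjusted p under 0.05, were chosen only after the result was seen.

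Samples far from the others were sought in 98 groups of 4, and 4 stood out where chance gives 4.9, so their number is what chance gives. For Ccsap in Irp1−/− testes, replicate 7 had 109 CPM and the others 99.6 to 101, with a gap of 0.837 of the range. For Gm12505 in Irp1−/− testes, replicate 7 had 0.0628 CPM and the others 0, a gap of 1 of the range that is a single count. In WT testes, replicate 4 stood apart in the Sertoli cell score (0.0463 against -0.070 to -0.0514, a gap of 0.841) and in the score of X multicopy spermatid genes (0.232 against -0.0815 to -0.049, a gap of 0.896). No biological explanation was tested for these samples.

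The paper does not report on Irp2−/− RNA. Against WT, 28 genes passed the study's thresholds in Irp2−/− testes, 5 higher and 23 lower, and 1 of the 35 splits of the 7 samples, the real one, gave as many. The paper describes WT littermates of the Irp1 line and no Irp2 colony. Colony and background were thus not separated from the Irp2 genotype, and the splits cannot separate them. Ireb2 itself had 62.2 ± 0.77 CPM (SD, n = 3) in Irp2−/− and 139 ± 5.73 CPM (SD, n = 4) in WT (log2 fold change -1.16, adjusted p = 2.8e-13, edgeR). Among genes near Ireb2, 13 of 400 had an adjusted p under 0.05 (3.25%) against 1.16% of the others, an odds ratio of 2.87 (Fisher's exact test, p = 0.00117). The 400 genes ran from 24557047 to 78109065 on chromosome 9. With the 196 genes of smallest p in each split, the other splits had at most 10 near Ireb2, and 1 of the 35 splits, the real one, gave as small a p. In Irp1−/− testes the same region had an odds ratio of 1.23 (exact p = 0.61). This excess may come from DNA of another strain carried beside the targeted locus. It rested in part on 1 sample and on the window, since the odds ratio was 1.90 without Irp2−/− replicate 1 (exact p = 0.0735) and 1.66 with 400 genes on each side (exact p = 0.079).

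Changed genes were more frequent in a wide region around Aco1 in Irp1−/− testes, from 3549041 to 66404537 on chromosome 4. Of the 305 tested genes there, 20 had an adjusted p under 0.05 (6.56%), against 0.911% of the others, an odds ratio of 7.63 (Fisher's exact test, p = 3.9e-11). Distances of these 20 genes from Aco1 ran from -30.4 Mb (4930412C18Rik) to 22.4 Mb (Alad), and the nearest, Gm20878, lay at 1.80 Mb. Since most other splits called no gene, each split was read at its 164 genes of smallest p. The other splits then had at most 7 of these near Aco1, and 1 of the 35 splits, the real one, gave as small a p. In Irp2−/− testes the odds ratio there was 0.81 (exact p = 1). A candidate explanation is DNA of another strain, left beside the targeted locus when the knockout was made. This was written down before the data were examined but with the gene names of Fig. 3 in view, and these come from the same samples. Effects of the lost gene on its neighbours would look alike and were not tested. For genes of this region, Alad, Rad23b and Tbc1d2 among them, the genotype at Aco1 and the DNA around it were not separated by this design.

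X-linked genes were slightly higher in Irp1−/− testes. The median log2 fold change of 694 genes was 0.103 and 74.4% were higher (camera adjusted p = 1.3e-09, limma, and fry adjusted p = 0.0343, limma). As large a shift came from 1 of the 35 splits, the real one. With the trend over GC content, transcript length and level removed the median was 0.105, which argues against that trend as the cause. A larger share of cells other than germ cells cannot be told apart from a change in germ cells. X-linked spermatid genes had a median log2 fold change of 0.088, with 12 of 14 higher. Adjusted over both X-linked lists, this shift had a p of 0.0202 under camera and 0.16 under fry (adjusted p, limma). X-linked genes of many cell types had a median of 0.105, with 16 of 20 higher and an adjusted p of 6.8e-04 under camera and 0.0534 under fry (limma). Cylc1 was left out of the spermatid list because its value had been seen before the list was written, and other genes of the list cannot be ruled out as seen. The requirement that both camera and fry pass was set after their values were seen. A change in the germ cells of Irp1−/− mice stays open.

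In Irp1−/− against WT, 9 genes passed the thresholds, and 1 of the 35 splits gave as many. It was also 1 of 35 for the 164 genes with an adjusted p under 0.05. With every library thinned to the smallest total, all 9 of these genes still passed, which argues against library size as the cause. The total of the Dynlt1 genes was 65.7% of that in WT (exact permutation p = 0.0286) and the Tmem181 total 48.2% (exact permutation p = 0.0286). Most of the loss was in Dynlt1b and Tmem181b-ps themselves, which lost 219 and 16.0 CPM, while the other members together changed by -29.1 and -2.58 CPM. Reads shifted to the other copies would have left the totals as in WT, which argues against such a shift as the cause. Both genes lie side by side on chromosome 17, and a difference in the number of copies between the mice was not tested.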

How the results depend on the processing

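Most values kept their direction and their side of the threshold, where each value is 1 result under 1 alternative. A count stayed if it was within 1.5 times of the main count. The alternatives were fixed before the data were examined, except the random seeds, the number of permutations, the symbol matching, the duplicated sets, the unadjusted counts and DESeq2 without a count minimum. Of the results that answer a comparison, 223 values stayed, 22 were weaker, 14 stronger and 1 moved. The 22 weaker values came from 9 results and the 14 stronger ones from 6 results. Among single genes, single lists and the set of detoxification genes, 23 values were weaker, 14 stronger and 41 changed direction. The cause was not tested unless given.

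The 9 genes past the thresholds in Irp1−/− against WT were all called again with RLE normalization, with no count filter and in the fit of all 11 samples. DESeq2 called 7 of them and gave 2 no adjusted p. With at least 10 counts in every sample, 6 were tested and all 6 were called. The replicate block called 8, with Dynlt1b at an adjusted p of 0.414 (edgeR). Without Irp1−/− replicate 1 or 7 or WT replicate 1 or 2, 8 of the 9 were called. The number of genes past the thresholds ranged from 9 to 15 across the fits that each left out one replicate, the highest without WT replicate 3. In these fits the number with an adjusted p under 0.05 ranged from 55 (without Irp1−/− replicate 1) to 216 (without Irp1−/− replicate 2), and fewer samples were tested in each. Between Irp1−/− and Irp2−/−, the filter of at least 10 counts in every sample gave 43 genes, since fewer genes were tested, and leaving out a replicate gave 54 to 75. For Irp2−/− against WT it gave 23 to 35.

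The exact p of the first principal component ranged from 0.0286 to 0.83 across the fits that each left out one replicate, the highest without WT replicate 2. With 3 samples against 4 the smallest p is 0.0286. The first component carried 39.7% of the variance with DESeq2's variance-stabilizing transformation and 97.2% over the 9 genes past the thresholds. Those 9 genes were chosen for differing between the genotypes in these samples, so their separation was fixed in advance.

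Across the fits that each left out one replicate, the number of Reactome sets ranged from 7 (without Irp1−/− replicate 2) to 123 (without Irp1−/− replicate 7). It was 2 with log2 fold change ranking and 21 under fry, and 39 to 65 over random seeds 2 to 20. Cell Cycle, Mitotic had a score of -1.16 with log2 fold change ranking, an adjusted p of 0.0558 under fry, and scores from -2.00 to -1.73 across the fits without one replicate. DNA Repair had -1.30 with log2 fold change ranking and from -2.24 to -1.92 without one replicate, with an adjusted p of 0.142 without Irp1−/− replicate 2. Biological oxidations had an adjusted p of 0.37 under fry and scores from 1.42 to 2.13 without one replicate, the lowest without WT replicate 1. The fatty acid set had scores from 1.17 to 1.43 without one replicate. Cell type lists numbered 1 under fry, 0 with the correlation estimated, where 2 lists had an unadjusted p under 0.05, and 3 to 5 without one replicate. Chromosomes shifted numbered 2 under fry and 1 to 2 without one replicate.

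The correlation of the knockouts' effects was 0.211 with at least 10 counts in every sample. Near Ireb2 the odds ratio was 1.66 with a window of 400 genes and from 1.90 to 3.78 without one replicate. Near Aco1 it ranged from 5.29 to 20.9 without one replicate and passed in each of these fits.

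The replicate numbers do not pair the samples. The deviations of same-numbered samples correlated between -0.010 and 0.0778 over 7 pairs. Irp1−/− shares only the replicate numbers 1 and 2 with WT and with Irp2−/−, so its blocked contrasts rest on those samples alone. With the replicate block, Irp1−/− against WT gave 56 genes past the thresholds and 439 with an adjusted p under 0.05, Irp1−/− against Irp2−/− gave 108, the sets numbered 156, Biological oxidations had a score of 2.80 and the fatty acid set 1.60.

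Changes of direction were in genes and lists that passed no threshold. With the replicate block, log2 fold changes in Irp1−/− against WT were -0.27 for 1810046K07Rik and Pcsk1, -0.037 for Slc40a1, 0.017 for Tfrc, 0.35 for Slc7a11 and 0.020 for Bcl2. Without one replicate they ranged from -0.055 to 0.018 for Ireb2, -0.056 to 0.42 for 1810046K07Rik, -0.071 to 0.31 for Slc40a1, -0.078 to 0.027 for Tfrc, -0.18 to 0.088 for Slc7a11, -0.022 to 0.091 for Nfe2l2 and -0.032 to 0.012 for Iscu. Aco1 in Irp2−/− against WT had -0.0041 with RLE normalization, -0.0011 with at least 10 counts in every sample, -0.0020 in the fit of all 11 samples, -0.0048 with DESeq2, and from -0.10 to 0.10 without one replicate. The iron gene list had an adjusted p of 0.934 under fry and, without one replicate, from 0.666 to 0.986. In the same fits the X multicopy list ranged from 0.546 to 0.987 and the oxidative stress and apoptosis list from 0.242 to 0.965.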

Differences from the paper's values

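The paper reports 42 genes higher and 35 lower past its thresholds. In the re-analysis there were 1 and 8. Of the alternatives set before the data were examined, the replicate block gave 38 higher genes, within 1.5 times of the paper's 42, and 18 lower. The blocked contrast rests only on the samples numbered 1 and 2, the replicate numbers found in both genotypes. None of the other alternatives came within 1.5 times of either number, and DESeq2, the paper's tool, gave 1 higher and 6 lower. In 11 DESeq2 settings chosen after seeing the values, an unadjusted p under 0.05 in place of the adjusted one gave 41 to 48 higher and 34 to 43 lower genes, among them 45 and 35 with a total count of at least 10, 41 and 35 with no minimum, and 43 and 35 with a total of at least 5. The fit of all 11 samples with no minimum gave 42 and 39. None gave 42 and 35 together. With the adjusted p these settings gave between 5 and 10 genes in all.

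The paper states that 19004 genes were differently expressed. Here 164 genes had an adjusted p under 0.05, and under the alternatives set before the data were examined between 55 and 439 had, so none of them closed the gap. The number of genes with a total count of at least 10 over all 11 samples, a filter looked at after seeing the paper's value, was 19004.

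For the set DNA Repair the normalized enrichment score was -2.00 against the paper's -1.891545. DESeq2's statistic gave -2.04, the count filter of at least 10 gave -2.06, RLE normalization -2.01, log2 fold change ranking -1.30 and the replicate block -1.74. Of the fits that left out a replicate, those without Irp1−/− replicate 2, 6 or 7 or WT replicate 4 gave scores within 1 SD of the paper's, where the SD is that of the scores of these fits.

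Of the genes labelled in Fig. 3B, Gm15114, Gm10058, Gm15023, Gm15093 and Gm3317 are drawn as past the thresholds, and here they were left out by the count filter. Without a count filter their adjusted p in edgeR lay between 0.486 and 0.656. With DESeq2 the adjusted p was 0.101 for Gm10058, 0.273 for Gm15093 and 0.0802 for Gm3317, and missing for the other two. At an unadjusted p under 0.05 all 5 passed in DESeq2, a reading chosen after seeing the values. The paper names fatty acid metabolism among the higher pathways, and here its set had an adjusted p of 0.313 (fgsea permutation), which was 0.0389 under the replicate block. Hsd3b1 is drawn among the top genes of Fig. 3C, and its adjusted p was 0.057 in edgeR. It was 1.9e-04 with DESeq2, 0.036 with at least 10 counts in every sample, 0.00814 without WT replicate 1, 2.0e-04 without WT replicate 4 and 5.4e-15 under the replicate block. In the other fits it lay between 0.0521 (RLE normalization) and 0.301 (all 11 samples in the fit). The paper's discussion gives lower meiosis genes, where the set here had an adjusted p of 0.555 (fgsea permutation). Its qRT-PCR gave lower Slc7a11 transcripts, where the log2 fold change here was -0.03 (adjusted p = 0.971, edgeR).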

Other observations

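The tests of GC content and all splits of the samples for sets, lists and chromosomes were chosen only after the result was seen.

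Several set results were matched by other groupings of the 8 samples. Of the 35 splits, 17 gave at least 43 Reactome sets, up to 193. The count of sets thus does not set the genotypes apart from other groupings. The Cell Cycle, Mitotic score was reached by 3 splits, Biological oxidations by 8, the fatty acid set by 14, Meiosis by 12 and Double-Strand Break Repair by 11. The scores of DNA Repair and of Detoxification of Reactive Oxygen Species were each reached by 1, the real one. With the trend over GC content, length and level removed, the DNA Repair score was -2.00, against -1.98 before removal. The Cell Cycle, Mitotic score was weaker, at -1.62 against -1.93 before removal, so a part played by the trend stays open. The adjusted p of both sets was up to 0.00953 over 6 random seeds (fgsea permutation), which argues against that trend as their sole cause. For Biological oxidations the score was 1.72 and the adjusted p lay between 0.0491 and 0.0875 over the seeds, so that a trend with GC content cannot be told apart from a change of the set. Reading this result over several seeds was decided after the value of the first seed was seen.

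Fewer spermatocytes may underlie the lower DNA Repair and Cell Cycle sets. The spermatocyte list (14 genes) had a median log2 fold change of -0.06 and an adjusted p of 0.0169 (camera, limma), with fry at 0.0324, and 1 of the 35 splits gave as small a p. It did not pass with the correlation estimated (adjusted p 0.167, limma), and 5 of the 14 genes were higher. All 14 genes passed the count filter. The most abundant of them barely differed, Stag3 with 489 CPM in Irp1−/− and 488 CPM in WT and Syce1 with 379 CPM in both, while Sycp2 had 338 and 362 CPM. Fewer spermatocytes would lower these genes alike, so the lower list is not by itself a measure of cell number. Elongating spermatid genes were lower too (median -0.05, camera adjusted p = 0.0414, limma), but not without Irp1−/− replicate 6 (0.546). That replicate is the only sample whose label carries the letter R. Sertoli genes were higher (median 0.09, 10 of 10 genes, adjusted p = 2.1e-04, limma) and so were Leydig genes (median 0.24, adjusted p = 2.1e-04, limma). Of these lists only the spermatocyte list held under fry, where Sertoli genes had 0.0592, Leydig genes 0.392 and elongating spermatid genes 0.578 (adjusted p, limma). As many lists, 4, came from 5 of the 35 splits, so the lists together do not set the genotypes apart. Spermatogonia, round spermatids, macrophages, peritubular myoid cells, blood, the X and Y multicopy genes, iron genes, and oxidative stress and apoptosis genes had adjusted p from 0.0724 to 1.00 (camera, limma). Some of these lists passed with a replicate left out (camera adjusted p, limma). Macrophages had 0.00247 without WT replicate 2 and Y multicopy genes 0.0481 without WT replicate 3. Blood had 0.0208 and round spermatids 0.0327 without Irp1−/− replicate 6. The other lists of this group passed in no such fit. The epididymis and iron-sulfur lists had too few tested genes. The count of shifted chromosomes, 1, was reached by 13 of the 35 splits.

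The knockouts shared few changes of the same direction. Of genes with an adjusted p under 0.05 in each knockout against WT, 18 were common. Of these, 2 had the same sign in both knockouts and the others moved in opposite directions. Across 15939 genes the log2 fold changes of the knockouts had a Spearman correlation of 0.229, where genes are not independent replicates. Unchanged groups simulated against the same WT libraries gave 0.37 on average, between 0.346 and 0.388 in 100 simulations. Compared directly, Irp1−/− and Irp2−/− testes differed in 70 genes past the thresholds, 35 higher and 35 lower, and 1 of the 35 splits gave as many. Colony and background were not separated from genotype in that comparison either. X-linked genes had a median log2 fold change of -0.04 in Irp2−/− (camera adjusted p = 0.00314, limma, and fry 0.189) and of 0.136 in Irp1−/− against Irp2−/−.

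Transcripts of genes that the paper measured by other means, or in the case of Iscu only discusses, had these values in Irp1−/− against WT testes. Slc7a11 had a log2 fold change of -0.03 (standard error 0.176, adjusted p = 0.971, edgeR), while the paper reports significantly lower Slc7a11 transcripts by qRT-PCR. Whether the same mice were used for both is not stated. Gpx4 had a log2 fold change of -0.07 (adjusted p = 0.574, edgeR) and Fth1 one of 0.10 (adjusted p = 0.289, edgeR). For Ftl1 it was 0.21 (adjusted p = 0.29, edgeR), for Tfrc -0.02 (adjusted p = 0.964, edgeR) and for Sycp3 -0.09 (adjusted p = 0.394, edgeR). None of Slc40a1, Nfe2l2, Bax, Bcl2 and Iscu passed an adjusted p of 0.05 either.

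In Irp2−/− testes elongating spermatid genes had a median log2 fold change of -0.09 (camera adjusted p = 1.1e-06, limma) and macrophage genes one of 0.21 (camera adjusted p = 9.4e-04, limma), and both had 0.389 under fry. The largest changes past the thresholds without overlap in Irp2−/− against WT were in Ttc22 (log2 fold change 2.42), 1810046K07Rik (1.43) and Rab4a (1.39), and in Trpv1 (-3.04). Pcsk1 and Gm10324 had at most 3 counts in each Irp2−/− sample and were at least 5.64-fold and 10.4-fold lower than in WT.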
